# Identification of Key Pathways Associated With Residual Feed Intake of Beef Cattle Based on Whole Blood Transcriptome Data Analyzed Using Gene Set Enrichment Analysis

**DOI:** 10.3389/fvets.2022.848027

**Published:** 2022-04-18

**Authors:** Godstime A. Taiwo, Modoluwamu Idowu, James Denvir, Andres Pech Cervantes, Ibukun M. Ogunade

**Keywords:** protein metabolism, cellular response, feed efficiency, oxidative stress, heat stress

## Abstract

We applied whole blood transcriptome analysis and gene set enrichment analysis to identify pathways associated with divergent selection for low or high RFI in beef cattle. A group of 56 crossbred beef steers (average BW = 261 ± 18.5 kg) were adapted to a high-forage total mixed ration in a confinement dry lot equipped with GrowSafe intake nodes for period of 49 d to determine their residual feed intake (RFI). After RFI determination, whole blood samples were collected from beef steers with the lowest RFI (most efficient; low-RFI; *n* = 8) and highest RFI (least efficient; high-RFI; *n* = 8). Prior to RNA extraction, whole blood samples collected were composited for each steer. Sequencing was performed on an Illumina NextSeq2000 equipped with a P3 flow. Gene set enrichment analysis (GSEA) was used to analyze differentially expressed gene sets and pathways between the two groups of steers. Results of GSEA revealed pathways associated with metabolism of proteins, cellular responses to external stimuli, stress, and heat stress were differentially inhibited (false discovery rate (FDR) < 0.05) in high-RFI compared to low-RFI beef cattle, while pathways associated with binding and uptake of ligands by scavenger receptors, scavenging of heme from plasma, and erythrocytes release/take up oxygen were differentially enriched (FDR < 0.05) in high-RFI, relative to low-RFI beef cattle. Taken together, our results revealed that beef steers divergently selected for low or high RFI revealed differential expressions of genes related to protein metabolism and stress responsiveness.

## Introduction

Residual feed intake (RFI), a measure of feed efficiency, continues to be of great economic importance due to increasing cost of animal feeds (1). Residual Feed Intake is the difference between an animal's actual feed intake and its predicted feed intake for a given level of maintenance and body weight gain (1). Feed efficient animals consume less than expected and have a low (negative) RFI, while inefficient animals consume more than expected and have a high (positive) RFI. Thus, beef cattle selected for low RFI have decreased feed costs because they consume less dry matter when compared with high-RFI beef cattle while maintaining similar growth performance.

Due to the great economic importance of RFI, the biological mechanisms underlying variation in this trait have always been of great interest; however, these mechanisms have not been fully understood. Difference in RFI has been suggested to be an indication of differences in metabolism rather than differences in growth performance because the trait is phenotypically independent of growth performance (1). Several studies have applied whole transcriptome analysis of several tissues such as liver and ruminal epithelium to further understand the biological mechanisms regulating feed efficiency traits including RFI in beef cattle (2–4). For instance, Kong et al. (3) analyzed the rumen epithelial transcriptome from low-RFI and high-RFI beef steers and observed increased tissue morphogenesis and greater expression of mitochondrial genes in low-RFI compared to high-RFI steers. Mukiibi et al. (4) analyzed liver tissue transcriptome profile and observed differential expressions of genes involved in nutrient metabolisms and cellular development in beef steers divergent for low and high RFI. However, these studies involve invasive sample collection procedures. Despite the convenience of collection and relatively non-invasive accessibility of blood in ruminants, very few attempts have been made to apply whole-blood transcriptome to understand the biological mechanisms associated with RFI in animals. Genes expressed in peripheral blood cells have been demonstrated to reflect physiological changes in different body tissues and can highlight biological processes related to overall metabolisms. Therefore, the objective of this study was to analyze the whole-blood transcriptome data of beef steers via gene-set enrichment analysis to identify key pathways associated with divergent selection for low or high RFI in beef cattle.

## Materials and Methods

### Animals and Sample Collection

A total of 56 crossbred growing beef steers with average BW of 261.3 ± 18.5 kg were fed a high-forage total mixed ration (TMR; primarily consisting of triticale silage; rye grass silage; and a ration balancing Supplementary Table 1) in five confinement dry lot pens (15 by 47 m^2^), each served by three GrowSafe 8000 (GrowSafe Systems Ltd., Airdrie, Alberta, Canada) feeding nodes to measure individual feed intake and two In-Pen Weighing Positions (IPW Positions, Vytelle LLC) to measure daily BW for a total of 49 d after 15-d adjustment period to the feeding facilities. The use of IPW Positions has enabled the measurement of individual animal BW multiple times in a day (5). The IPW Positions measure the partial BW by weighing the front end of an animal (6). The IPW positions were positioned at a water trough in each pen such that an animal must place its front feet on the scale in order to drink (7). The partial BW of the animals was measured every second the animals stayed on the scale while drinking. More details on the accuracy, use and applicability of IPW positions have been described in previous studies (5, 6). In this study, approximately 617 ± 92 daily BW data points (after filtering outliers) per animal were generated and were regressed on time to calculate beginning BW, mid-test BW, and average daily gain (ADG) of each animal. Animal ADG and metabolic mid-test BW (mid-test BW^0.75^) were regressed against individual average daily intake, and RFI was calculated as the residual or the difference between the predicted value of the regression and the actual measured value based on the following equation: Y = β_0_ + β_1_X_1_ + β_2_X_2_ + ε, where Y is the observed DMI (kg/d), β_0_ is the regression intercept, β_1_ and β_2_ are the partial regression coefficients, X_1_ is the mid-test metabolic BW (kg), X_2_ is the ADG (kg/d), and ε indicates the RFI [kg/d; (8)]. After the determination of RFI values for all animals, the most-efficient with the lowest RFI (low-RFI; *n* = 8) and the least-efficient with the highest RFI (high-RFI; *n* = 8) beef steers were selected, kept separate from others, and kept on the same diet for additional 21 d (designated in this study as d 50–70). On d 56, 63, and 70, 10 mL of blood samples were collected before morning feeding into tubes containing sodium heparin. Immediately after collection, subsamples (500 μL each) were transferred into RNA-protect tubes (Cat. No. 76554; Qiagen) containing a reagent that lyses blood cells and stabilizes intracellular RNA and stored at −80°C until later analysis.

### RNA Extraction, Library Preparation, and Sequencing

Prior to RNA extraction, whole blood samples collected on d 56, 63, and 70 were composited for each steer. Total RNA was extracted from the composited samples using RNeasy Protect Animal Blood kit (Cat. No. 73224; Qiagen) following the manufacturer's instructions. RNA concentration was measured using a NanoDrop One C spectrophotometer with an A260:A280 ratio from 1.8 to 2.0 (Thermo Fisher Scientific, Waltham, MA, USA). All RNA samples had RNA integrity numbers >8.0. Dual indexed RNA Libraries were prepared from 100 to 250 ng of total RNA per sample using the KAPA RNA HyperPrep Kit with RiboErase (Human, Mouse, Rat) Globin Reduction method in the WVU Genomics Core according to the kit manufacturer's instructions. Library quality was assessed by electrophoretic analysis on the Agilent 4,200 TapeStation system with High Sensitivity D1000 screentape. RNA libraries were sequenced in a dual indexed 2 × 50 paired-end run on an Illumina NextSeq2000 equipped with a P3 flow.

### Data and Statistical Analysis

For the RNA-seq data, reads were trimmed using Trimmomatic v 0.39 to remove low-quality base calls and adapter sequences (9), and then aligned to the Bovine reference genome ARS-UCD1.2 (10) using HISAT2 v 2.2.1 (11). Resulting files were sorted and indexed, and PCR and optical duplicate reads were marked using SamTools v1.12 (12). The numbers of reads mapping to each gene for each sample were counted using the R/Bioconductor package GenomicAlignments v 1.26.0 (13). Log_2_ fold change values were computed using DESeq2 version 1.30.1 (14). We used gene set enrichment analysis (GSEA), a pathway enrichment method that utilizes predefined gene sets from the reactome pathways (15), to analyze differentially expressed gene sets using the R/Bioconductor package fgsea v 1.16.0. The GSEA was performed to determine the key pathways that were enriched or inhibited by considering the expression levels of sets of biologically related genes (16). Genes identified by DESeq2 as expressing over a minimal threshold were ranked by Log_2_ fold change and analyzed by the GSEA algorithm (17). 

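The ranking was rebuilt from the deposited raw counts with DESeq2, as the log2 fold change of the 8 steers labelled high-RFI over the 8 labelled low-RFI. All 21016 genes with at least 1 count received an adjusted p, so the independent filtering of DESeq2 left none of them out. The log2 fold changes had an SD over genes of 0.43, with the 5th percentile at -0.67 and the 95th at 0.62. They ran from -3.85 to 4.21, and 403 genes lay above 1 and 518 below -1. With no further threshold, both ends of this ranking consisted mostly of genes with very few counts. Of the 100 highest ranks, 95 had a mean normalized count under 10, the median over these 100 genes was 0.664, and the median standard error of their log2 fold change was 1.30. Of the 100 lowest ranks, 96 had a mean normalized count under 10, with a median of 0.744 and a median standard error of 1.22. Over all ranked genes the median count was 43.9 and the median standard error 0.22. At an unadjusted p under 0.05 from the Wald test stood 15 of the 100 highest and 34 of the 100 lowest ranks. The paper ranks genes over a minimal threshold, and with one the ends held other genes. Among the 13265 genes that pass the filterByExpr function of edgeR, the SD of the log2 fold changes was 0.19, and 3 of the 100 highest and 1 of the 100 lowest ranks had a mean count under 10, with medians of 35.3 and 26.6. Of these ranks, 61 and 67 stood at an unadjusted p under 0.05, and 3 and 3 were the same genes as without the threshold. Among the 8900 genes of highest mean count, a number read by eye from the rank axis of the paper's plots, 0 and 0 of these ranks had a mean count under 10, with medians of 241 and 208, 45 and 52 stood at p under 0.05, and 1 and 2 were the same genes. Without a threshold, ranking all 21016 genes by shrunken log2 fold change kept 4 of the 100 highest and 3 of the 100 lowest, and ranking them by the Wald statistic kept 8 and 20. Within the 13265 genes, the ranking made without 1 steer at a time had a Spearman correlation across genes between 0.859 and 0.967 with the ranking of all steers, genes not being independent replicates. It was lowest without steer 16, labelled high-RFI, when 14.4% of the genes changed sign. Leaving out 1 steer kept between 72 and 88 of the 100 highest ranks and between 71 and 82 of the 100 lowest. All steers behind each of these rankings are also behind the ranking of all steers, so much of this likeness was given beforehand. It does not show that other steers would give the same ranking. Log2 fold changes of disjoint sets of the steers, 4 against 4 in each, had a mean correlation across these 13265 genes of -0.0221.

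**Figure D1:**
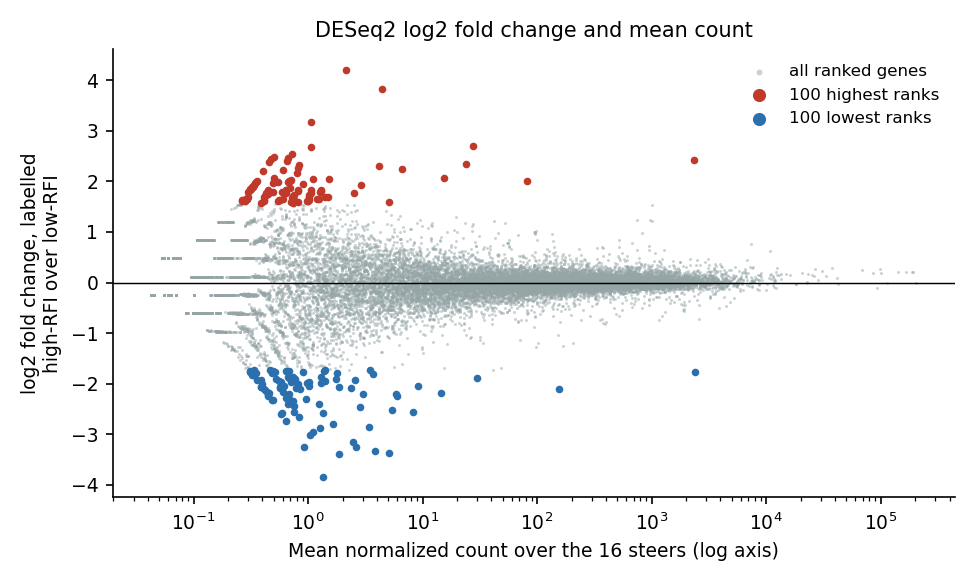
Log2 fold change of steers labelled high-RFI over low-RFI from DESeq2 (vertical axis) against the mean normalized count over the 16 steers (horizontal log axis), 1 point per ranked gene. The 100 highest ranks are red and the 100 lowest are blue, and 95 and 96 of them lie left of a mean count of 10.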

The altered pathways were filtered based on FDR ≤ 0.05 and were arranged in the order of their normalized enrichment scores.

## Results

The average RFI values of low- and high-RFI steers were−1.93 and 2.01, respectively. An average of 36 million reads per sample was generated (Supplementary Table 2). 

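Whole blood of 16 crossbred beef steers was analyzed, 8 selected for the highest RFI and 8 for the lowest. Residual feed intake is the part of an animal's intake that its body weight and gain do not predict, so a steer with a high RFI eats more than predicted. Each steer gave 1 library, made from blood of d 56, 63, and 70 that was composited before extraction, with a kit that removes ribosomal and globin RNA. Summed over the 2 lanes listed in Table S2, the libraries held 35.5 ± 6.46 M reads (SD, n = 16), from 24.2 to 46.3 M. The authors trimmed these reads, aligned them to the bovine genome and counted them per gene. They deposited the raw counts of 27607 genes listed by Ensembl identifier, the same counts divided by 1 size factor per steer, and FPKM. No count was recorded in any steer for 6591 of these genes. The counts on genes are the depth behind the values given here, and over all libraries there were 23.7 of them per 100 reads of Table S2. Steers labelled high-RFI had 8.15 ± 1.09 M counts (SD, n = 8), with a median of 7.64 M and a range from 7.08 to 9.98 M. Steers labelled low-RFI had 8.72 ± 2.23 M counts (SD, n = 8), with a median of 8.70 M and a range from 4.80 to 12.2 M. The difference of -0.573 M counts between the groups was smaller in size than the SD within either group. A two-sided exact permutation test of this difference over all assignments of 8 of the 16 steers gave p = 0.531. Raw counts were compared between the groups without covariates, because pen, breed and batch are not given per steer in the sources used here.
The group of each steer was taken from the sample labels, and these do not match the group names of Table S2. The sample titles number the steers labelled low-RFI from 1 to 8 and those labelled high-RFI from 9 to 16, whereas Table S2 lists the libraries it names high-RFI first and then those it names low-RFI. Taken in listed order, the counts of steers 1 to 8 followed the reads of the libraries named high-RFI (Pearson r = 0.940, exact permutation p = 0.000248; Spearman rho = 0.976, exact permutation p = 0.000397). The counts of steers 9 to 16 followed the reads of the libraries named low-RFI (Pearson r = 0.958, exact permutation p = 7.44e-05; Spearman rho = 0.976, exact permutation p = 0.000397). The Benjamini-Hochberg adjusted p over the 8 coefficients of the 4 pairings was at most 0.000794 for these. Without the 2 libraries farthest from the median number of reads, r was 0.907 in steers 1 to 8 and 0.871 in steers 9 to 16. When libraries with the same group name were paired instead, r was -0.233 in the steers labelled high-RFI (exact permutation p = 0.571, rho = -0.214, exact permutation p = 0.619) and -0.297 in the steers labelled low-RFI (exact permutation p = 0.472, rho = -0.190, exact permutation p = 0.665). The adjusted p was 0.665 for all of these, and without the 2 farthest libraries r was 0.479 and 0.0394. Every direction given here therefore refers to the steers as they are labelled, and would turn round if the group names of Table S2 applied.

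**Figure D2:**
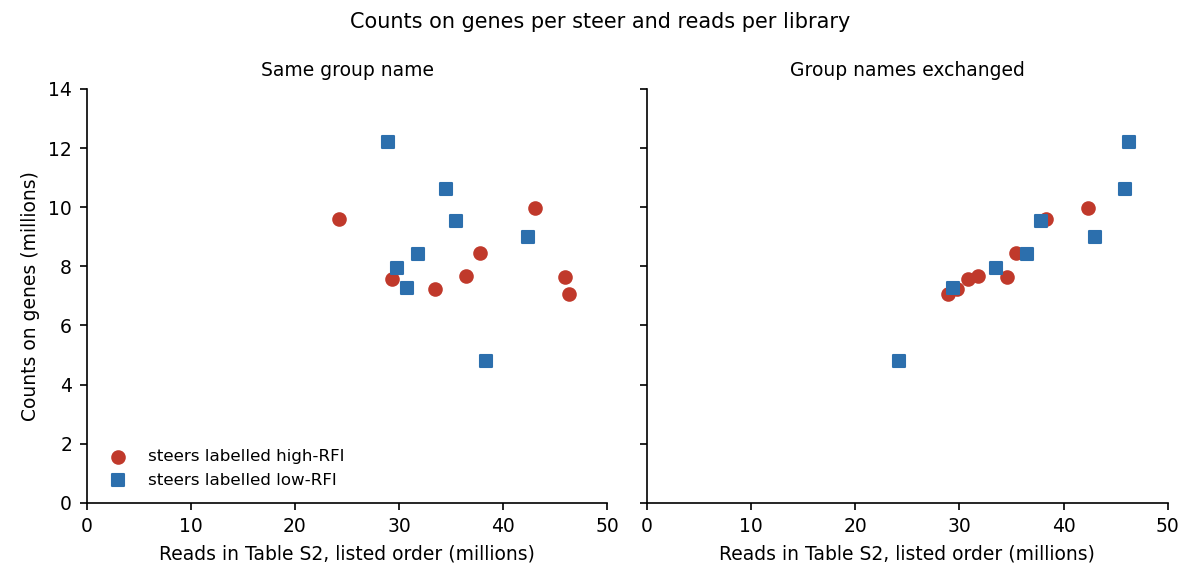
Counts on genes of each steer in M (vertical axis) against the reads of the libraries of Table S2 in M (horizontal axis), paired in listed order with the same group name (left) and with the group names exchanged (right). Each point is 1 steer, circles for steers labelled high-RFI and squares for steers labelled low-RFI, and the points lie along a line only in the right panel, where r was 0.958 and 0.940.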

Results of GSEA revealed gene sets (pathways) associated with metabolism of proteins, cellular responses to external stimuli, stress, heat stress, and regulation of HSF-1-mediated heat shock response were differentially inhibited (FDR = 0.01) in high-RFI compared to low-RFI beef cattle (Table 1, Supplementary Figure 1). 

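The gene sets were not followed gene by gene, because the deposited tables list Ensembl identifiers and no table used here pairs these with the symbols of Table 1. What the counts give is the evidence of each gene for a difference between the steers labelled high-RFI and low-RFI. In the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment, 0 of the 13265 genes tested passed FDR 0.05, and the lowest adjusted p was 0.748. At an unadjusted p under 0.05 there were 693 genes, 5.22% of those tested, of which 325 were lower and 368 higher in the steers labelled high-RFI. The p values were spread evenly, with a median of 658 genes in each further bin of width 0.05. The Wald test of DESeq2 called 7 genes at FDR 0.05, 5 lower and 2 higher. Among 100 splits of the 16 steers into 8 and 8, the real one included, 15 gave as many calls and 42 gave at least 1. The smallest adjusted p of the 7 calls, 8.45e-10 for ENSBTAG00000027610, became 0.737 when DESeq2 did not replace outlier counts. Of the 12 alternatives that keep all steers, limma voom with sample quality weights called the most genes, 13, all lower. Leaving out steer 14, labelled high-RFI, gave 25 in edgeR, all lower.
The lower gene with the smallest p in the quasi-likelihood test was ENSBTAG00000050046, which the deposited FPKM give a length of 180 bp. Its normalized count was 101 ± 46.6 in the steers labelled high-RFI (SD, n = 8) and 206 ± 36.8 in those labelled low-RFI (SD, n = 8), with a log2 fold change of -1.03 and an adjusted p of 0.748 from edgeR. The two-sided exact permutation test on its log2 normalized counts gave p = 0.000777, and 4 of the 8 steers labelled low-RFI lay above every steer labelled high-RFI. Steer 14, labelled high-RFI, had 211 normalized counts, within the range of the other group, from 159 to 264. Without this steer the log2 fold change was -1.27 and the adjusted p from edgeR 0.000120, the lowest when 1 steer is left out, the highest being 1. The next was ENSBTAG00000048608, with a length of 153 bp. Its normalized count was 58.2 ± 53.6 in the steers labelled high-RFI (SD, n = 8) and 252 ± 57.9 in those labelled low-RFI (SD, n = 8), a log2 fold change of -2.13 with an adjusted p of 0.748 from edgeR and an exact permutation p of 0.000311, and 7 of the 8 steers labelled low-RFI lay above every steer labelled high-RFI. Steer 16, labelled high-RFI, had 178 normalized counts, and without it the log2 fold change was -2.60 and the adjusted p from edgeR 0.0174. Both genes passed FDR 0.05 in DESeq2, with standard errors of 0.21 and 0.49 and adjusted p of 0.00468 and 0.0492. Over the 12 alternatives that keep all steers, the adjusted p ran from 0.00183 to 0.846 for ENSBTAG00000050046 and from 0.0233 to 0.846 for ENSBTAG00000048608. Both genes were chosen for their small p on these same counts, so their exact permutation p values, which are unadjusted, are not separate support. The same holds for the numbers of steers above the other group.
The paper ranks the genes above a minimal threshold by log2 fold change and runs GSEA on this ranking. From this GSEA, filtered on FDR, it states that metabolism of proteins and the responses to stimuli, stress and heat stress were inhibited in high-RFI steers. Table 1 gives these sets negative normalized enrichment scores.

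**Figure D3:**
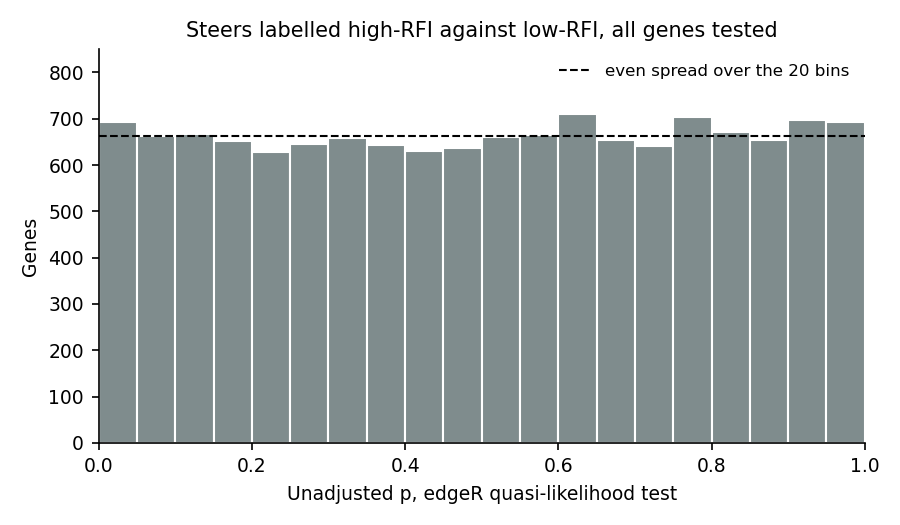
Number of genes (vertical axis) in bins of the unadjusted p from the edgeR quasi-likelihood test (horizontal axis), steers labelled high-RFI against low-RFI. The dashed line is an even spread, and the lowest bin holds 693 genes against a median of 658 in the others.

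**Figure D4:**
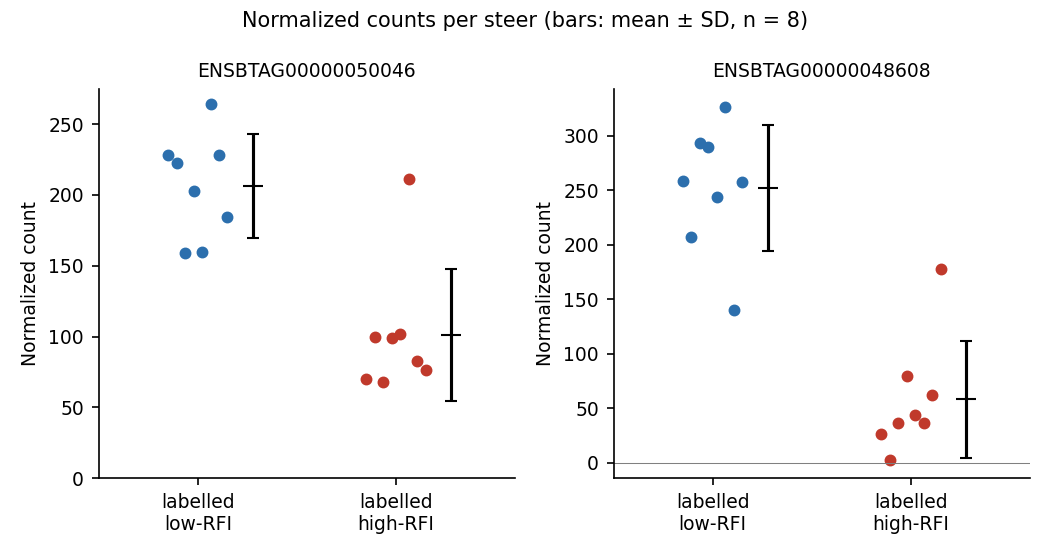
Normalized counts (vertical axes) of ENSBTAG00000050046 and ENSBTAG00000048608 in each steer, by labelled group, with mean and SD as bars (n = 8). Steer 14 with 211 counts and steer 16 with 178 counts lie apart from the other steers labelled high-RFI.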

The gene set associated with metabolism of proteins consists of 248 genes, and 85 of which were leading edge genes (significantly enriched genes). Both cellular response to external stimuli and cellular response to stress shared the same nineteen leading edge genes including *HSPA1A, HSPH1, BAG2, DNAJA1, DNAJB1, H3C13, H2BC7, H4C2, ELOC, JUN*, and *HSPA4. Five* of the leading edge genes (*HSPA1A, HSPH1, BAG2, HSPA4*, and *DNAJB1*) associated with cellular response to external stimuli and stress were also leading edge genes in gene sets associated with response to heat stress and regulation of HSF-1-mediated heat shock response (Table 1).

**Table 1:** Altered pathways identified by Gene Set Enrichment Analysis in high-RFI compared to low-RFI beef steers.

**Pathway**	**FDR**	**NES**	**Gene set size (# of leading edge genes)**	**Leading edge genes**
Binding and uptake of ligands by scavenger receptors	0.01	1.82	4 (3)	*HBB, HBA1, HBA*
Scavenging of heme from plasma	0.01	1.82	4 (3)	*HBB, HBA1, HBA*
Erythrocytes take up carbon dioxide and release oxygen	0.01	1.68	3 (3)	*HBB, HBA1, HBA*
Erythrocytes take up oxygen and release carbon dioxide	0.01	1.68	3 (3)	*HBB, HBA1, HBA*
O_2_/CO_2_ exchange in erythrocytes	0.01	1.68	3 (3)	*HBB, HBA1, HBA*
Metabolism of proteins	0.01	−1.70	248 (85)	*LOC101907518, RPL39, LOC101902490, UBE2D1, FUCA2, B4GALT6, FBXL3, SOCS3, COMMD8, RPLP2, RPL34*
Cellular responses to external stimuli	0.01	−1.99	69 (19)	*HSPA1A, HSPH1, BAG2, DNAJA1, JUN, HSPA4, UBE2D1, DNAJB1, H3C13, H2BC7, H4C2, ELOC, ELOB, H2AC8, SIRT1, FLCN, ATP6V1G1, HSPA14, H2BU1*
Cellular responses to stress	0.01	−1.99	69 (19)	*HSPA1A, HSPH1, BAG2, DNAJA1, JUN, HSPA4, UBE2D1, DNAJB1, H3C13, H2BC7, H4C2, ELOC, ELOB, H2AC8, SIRT1, FLCN, ATP6V1G1, HSPA14, H2BU1*
Cellular response to heat stress	0.01	−2.05	16 (5)	*HSPA1A, HSPH1, BAG2, HSPA4, DNAJB1*
Regulation of HSF1-mediated heat shock response	0.01	−2.05	16 (5)	*HSPA1A, HSPH1, BAG2, HSPA4, DNAJB1*

*High-RFI, feed inefficient beef steers; low-RFI, feed-efficient beef steers; False discovery rate (FDR) ≤ 0.01; NES, normalized enrichment score (high-RFI vs. low-RFI). Leading edge genes are those that are enriched within the gene set. See Supplementary Table 3 for the full list of leading edge genes associated with metabolism of proteins. ^#^Means number*.

Gene sets associated with binding and uptake of ligands by scavenger receptors, scavenging of heme from plasma, erythrocytes take up/release carbon dioxide and release/take up oxygen share the same leading edge genes (*HBB, HBA1*, and *HBA*) and were all differentially enriched (FDR < 0.05) in high-RFI, relative to low-RFI beef cattle (Table 1, Supplementary Figure 2).

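At the high end, too, the genes were taken by their evidence in the counts and not by symbol. HBB, HBA1, and HBA were not analysed here. The higher gene with the smallest p in the edgeR test was ENSBTAG00000047331, with a length of 756 bp in the deposited FPKM. Its normalized count was 48.3 ± 44.6 in the steers labelled high-RFI (SD, n = 8) and 7.36 ± 2.90 in those labelled low-RFI (SD, n = 8). The log2 fold change was 2.65 with an adjusted p of 0.748 from edgeR, and the two-sided exact permutation test on log2 normalized counts gave p = 0.00606. In 6 of the 8 steers labelled high-RFI the count was above every steer labelled low-RFI, and the lowest of the others had 4.86 normalized counts. The log2 fold change was 1.55 on log2(FPKM + 1), 1.65 in limma voom with sample quality weights, 1.98 on log2(normalized count + 1) and 2.02 on log2(FPKM + 0.1). The next was ENSBTAG00000042974, with a length of 82 bp and between 4 and 54 raw counts per steer. Its normalized count was 37.3 ± 10.2 in the steers labelled high-RFI (SD, n = 8) and 16.9 ± 8.21 in those labelled low-RFI (SD, n = 8), a log2 fold change of 1.12 with an adjusted p of 0.748 from edgeR and an exact permutation p of 0.000622, with 5 of the 8 steers labelled high-RFI above every steer labelled low-RFI. Leaving out 1 steer at a time kept the log2 fold change between 2.24 and 2.82 for ENSBTAG00000047331 and between 0.99 and 1.30 for ENSBTAG00000042974. DESeq2 called both, with standard errors of 0.53 and 0.25 and adjusted p of 0.00405 and 0.0435. Over the 12 alternatives the adjusted p ran from 0.00405 to 0.971 and from 0.0435 to 0.971. These 2 genes, too, were chosen for their small p on the same counts. Their unadjusted exact permutation p values and the numbers of steers above the other group are therefore not separate support. DESeq2 called at least 1 gene in 42 of 100 splits of the steers into 8 and 8, the real one included.

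**Figure D5:**
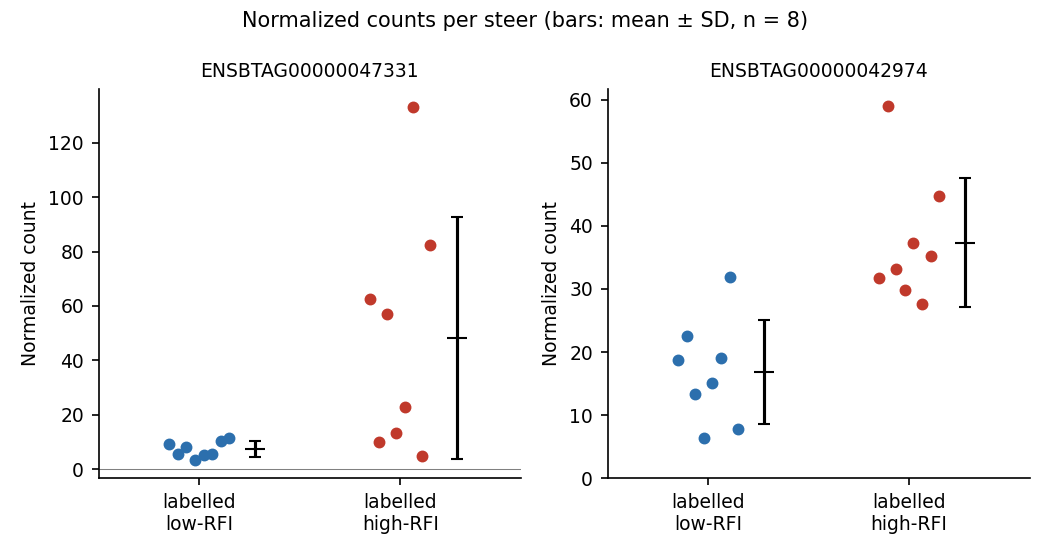
Normalized counts (vertical axes) of ENSBTAG00000047331 and ENSBTAG00000042974 in each steer, by labelled group, with mean and SD as bars (n = 8). The steers labelled high-RFI range from 4.86 to 133 counts for the former gene.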

## Discussion

Understanding the biological mechanisms regulating feed efficiency using easily accessible and non-invasive sample such as blood is essential to the future of livestock production systems in terms of profitability and animal welfare concern.

In this study, protein metabolism is the most enriched metabolic pathway based on the number of leading edge genes (such as *LOC101907518, RPL39, LOC101902490, UBE2D1, FUCA2*) in the gene set. In addition to the function of amino acids as the building blocks of proteins, amino acids regulate key metabolism essential for growth, performance, reproduction, and immunity (18). Research studies have shown that protein (amino acids) metabolism is essential for optimizing efficiency of nutrient absorption and metabolism to enhance immunity against diseases and stress, growth performance, and milk production of animals (18). Several published articles have identified protein metabolism as one of the most important metabolic processes associated with RFI in animals (19, 20). In our previous study, we identified plasma amino acid metabolites as the most significant metabolic signatures associated with RFI in beef cattle (20). Elolimy et al. (21) reported differences in signaling mechanisms controlling protein turnover in ruminal epithelium of beef cattle divergent for low- or high-RFI. In a similar study, Kong et al. (3) reported increased expression of genes involved in protein and cell turnover in the ruminal epithelium of low-RFI beef cattle, compared with high-RFI beef cattle. 4 performed RNA-seq analysis of liver tissue in beef cattle divergent for low and high RFI and observed downregulation of genes involved in amino acid degradation and urea synthesis in low-RFI beef cattle. In fact, some studies have reported significant association of blood metabolites involved in urea cycle with RFI in beef cattle (22, 23). Our results and those of others that utilized tissues with relatively more invasive collection methods suggest that amino acid metabolism plays a considerable role in regulating RFI of beef cattle and its enrichment in low-RFI beef steers probably explains their similar growth performance with high-RFI beef steers despite lower DMI.

Amino acids play a functional role in regulating stress response, including oxidative stress, in animals (24). Stress response has significant implication on health and production efficiency of animals (25). In fact, difference in stress responsiveness has been suggested to contribute to variation in feed efficiency of beef cattle (19, 26). In this study, we observed downregulation of gene set including *HSPA1A, HSPH1, BAG2*, and *DNAJA1* associated with cellular responses to external stimuli, stress, heat stress, and regulation of HSF-1-mediated heat shock response in high-RFI beef steers, which suggests that these steers are more susceptible to stress. When an animal can no longer cope with a stressor, level of blood cortisol increases via activation of hypothalamic–pituitary–adrenal axis (HPA) axis which causes a fight or flight response that increases energy expenditure. Thus, stress response in animals is often determined by blood cortisol level and activity of the HPA axis (27). In a study that determined the response of beef heifers to an exogenous adrenocorticotropic hormone (ACTH) challenge, there was a positive association of plasma cortisol level with RFI status and low-RFI had a lower cortisol response than high-RFI heifers indicating that low-RFI heifers coped better with the stress challenge (28). Richardson et al. (19) and Gomes et al. (29) reported lower blood levels of cortisol in low-RFI beef cattle when compared to high-RFI beef cattle. A similar result was observed in crossbred rams following ACTH challenge (26). Taken together, downregulation of genes associated with cellular responses to external stimuli, stress, heat stress, and regulation of HSF-1-mediated heat shock response in high-RFI beef steers suggests that low-RFI steers have better adaptive mechanisms to cope with environmental stressors, thereby, reducing energy expenditure and increasing energy availability for improved growth performance and better feed efficiency.

In this study, we observed enrichment of gene sets (*HBB, HBA1*, and *HBA*) associated with erythrocytes take up/release carbon dioxide, release/take up oxygen, scavenging of heme from plasma, and binding and uptake of ligands by scavenger receptors in high-RFI, relative to low-RFI beef cattle. Erythrocytes contain hemoglobins which carry oxygen to the body and are continuously exposed to high oxygen content which pre-disposes them to oxidative stress damage (30, 31). Heme scavenger proteins, such as hemopexin and alpha-1-microglobulin, scavenge extracellular heme, a physiological ligand (32), synthesized from hemoglobin degradation via the activity of heme-oxygenase, an enzyme that is inducible by stressors such as oxygen free radicals (33, 34). Previous investigations have shown that cellular expression of alpha-1-microglobulin is enriched during increased oxidative stress and heme exposure (30, 34). In ruminants, oxidative stress has been implicated in many pathophysiological conditions that are relevant for growth performance, reproduction, and health (35). In fact, several studies have shown that oxidative damage of cell organelles and biomolecules is a source of energy drain and negatively affects several cellular processes including lipid and protein metabolism (36, 37). The major source of intracellular reactive oxygen species production is the mitochondria (38) and previous studies have reported higher mitochondrial ROS production in less feed-efficient compared to high feed efficient animals (36, 39, 40). In addition, Casal et al. (41) reported increased hepatic abundance of protein carbonyls and thiobarbituric acid reactive species, which are products of protein and lipid oxidative damage, and reduced protein expression of antioxidant enzymes, including mitochondrial manganese superoxide dismutase, in high-RFI when compared with low-RFI beef steers. Similarly, Tizioto et al. (42) observed upregulation of oxidative stress-induced transcription factors in muscle of high-RFI beef steers. Therefore, it is reasonable to speculate that enrichment of genes associated with erythrocytes take up/release carbon dioxide, scavenging of heme from plasma, and binding and uptake of ligands by scavenger receptors in high-RFI compared to low-RFI beef steers suggests that they may be more prone to oxidative stress, thereby resulting in reduced efficiency of energy use for metabolic processes such as growth.

It is important to note that though whole blood transcriptome data might encompass gene activities of several body tissues and organs including liver, kidney, muscles, and rumen, the contribution of each tissue to the whole blood transcriptome is not known and should be determined in future studies. In addition, biological validation of the RNA-Seq data on selected genes by RT-qPCR is also needed to confirm the results of this study.

## Conclusion

Results of GSEA of whole blood transcriptome data in beef steers divergently selected for low or high RFI revealed differential expression of genes related to protein metabolism, erythrocytes take up/release carbon dioxide and release/take up oxygen, and stress responsiveness. These results are similar to those of several studies that utilized other tissues including liver, muscle, and ruminal epithelium. Thus, this study demonstrates the suitability of whole blood transcriptome data for understanding the biological mechanisms regulating RFI in animals. Due to the small number of animals used in this study and the effect of different diets and breeds on RFI ranking, further validation using a larger cohort of beef cattle fed different diets is needed to confirm these findings.

## Data Availability Statement

All raw and processed sequencing data were submitted to the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) and can be accessed via accession number GSE198068.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committees of West Virginia University (protocol number 1608003693).

## Author Contributions

IO and APC designed the experiment. GT and MI conducted the experiment. JD analyzed the RNA-Seq data. IO, GT, and APC drafted the manuscript. All authors reviewed and approved the final manuscript.

## Funding

This work was funded by West Virginia University Experimental Station (scientific article number 3430) in support of U.S. Department of Agriculture hatch multi-state regional project W-3010.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Identification of Key Pathways Associated With Residual Feed Intake of Beef Cattle Based on Whole Blood Transcriptome Data Analyzed Using Gene Set Enrichment Analysis
**Source:** Front Vet Sci. 2022 Apr 18;9:848027. doi: 10.3389/fvets.2022.848027
**Supplement:** Supplementary file 1

A.

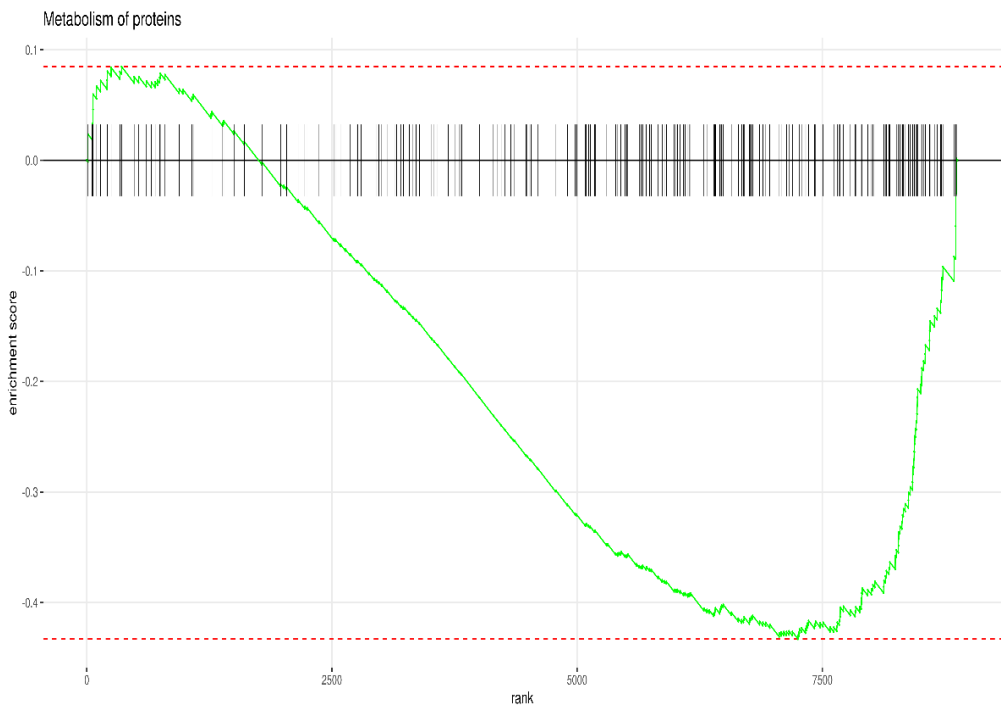

B.

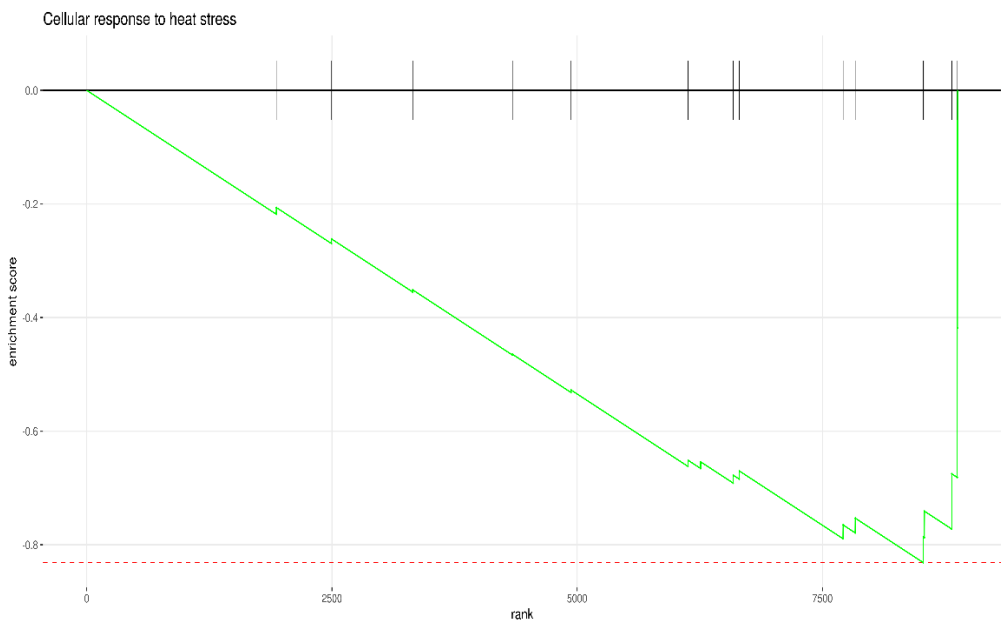

C.

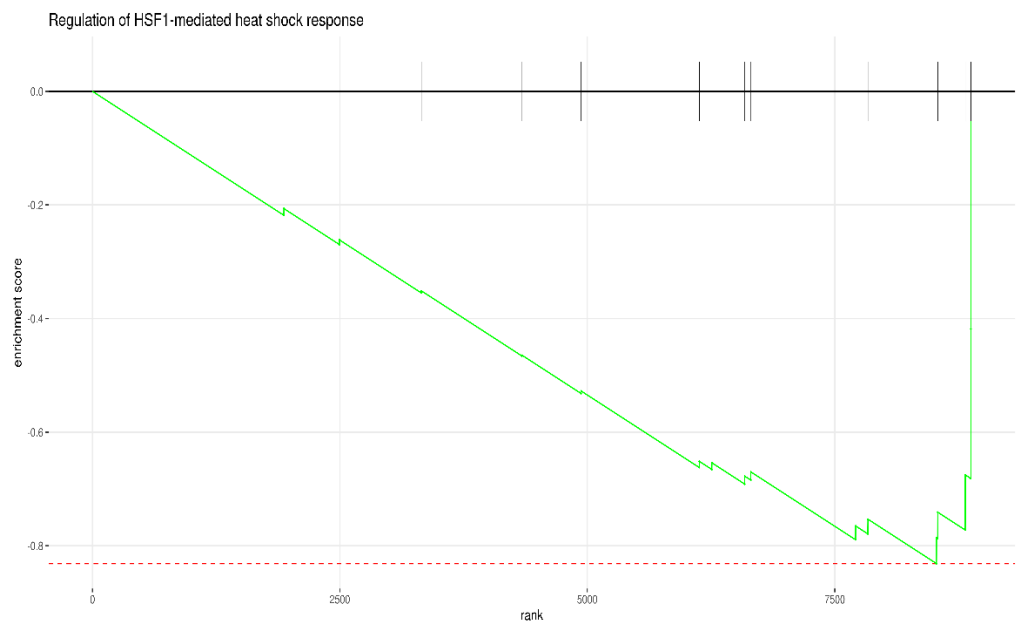

D.

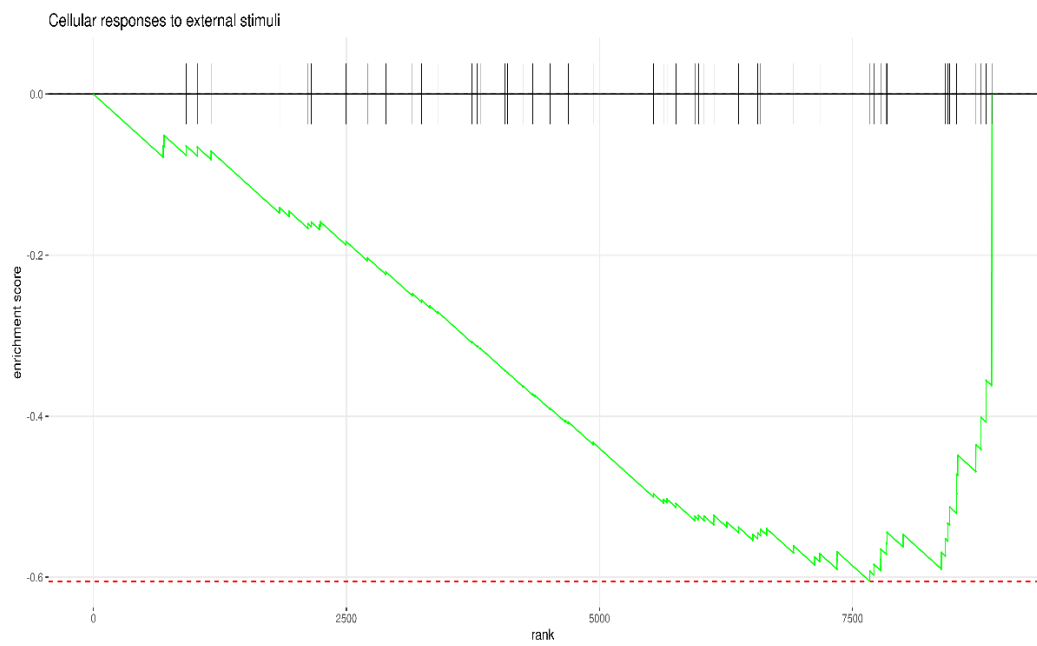

E.

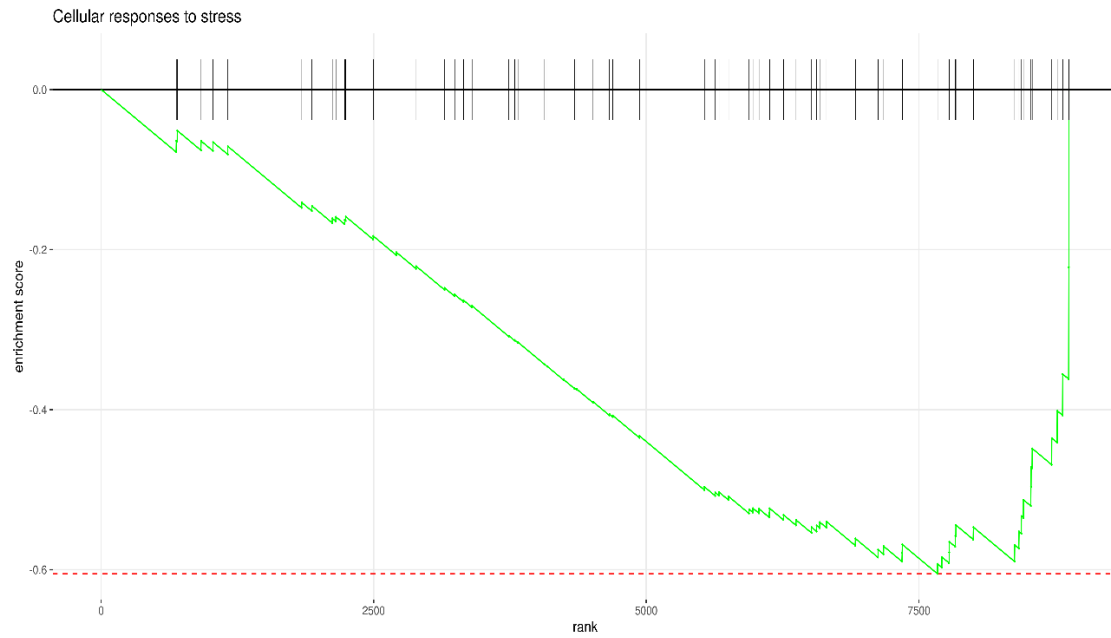

Figure S1. Gene set enrichment analysis (GSEA)-enrichment plots of representative pathways inhibited in high-RFI compared to low-RFI beef steers; reactome metabolism of proteins (A), cellular response to heat stress (B), regulation of HSF1-mediated heat shock response (C), cellular response to external stimuli (D), and cellular response to stress (E).

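An enrichment plot follows a running score along all ranked genes, from the gene highest in high-RFI steers at the left to the gene lowest in them at the right. The score rises at each member of the set, by more where the log2 fold change of that member is farther from 0, and falls slightly at every other gene. The enrichment score is the point farthest from 0. For an inhibited set this is a trough near the right end, and the members from the trough to the end are the leading edge genes. The normalized enrichment score divides the enrichment score by the mean distance from 0 of the scores of random gene sets of the same size. Only random sets whose score has the same sign are used, and the p value counts how often these score as far from 0. Genes are exchanged in this test, and the steers of the groups are not.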

# Supplementary material for: Identification of Key Pathways Associated With Residual Feed Intake of Beef Cattle Based on Whole Blood Transcriptome Data Analyzed Using Gene Set Enrichment Analysis
**Source:** Front Vet Sci. 2022 Apr 18;9:848027. doi: 10.3389/fvets.2022.848027
**Supplement:** Supplementary file 2

A.

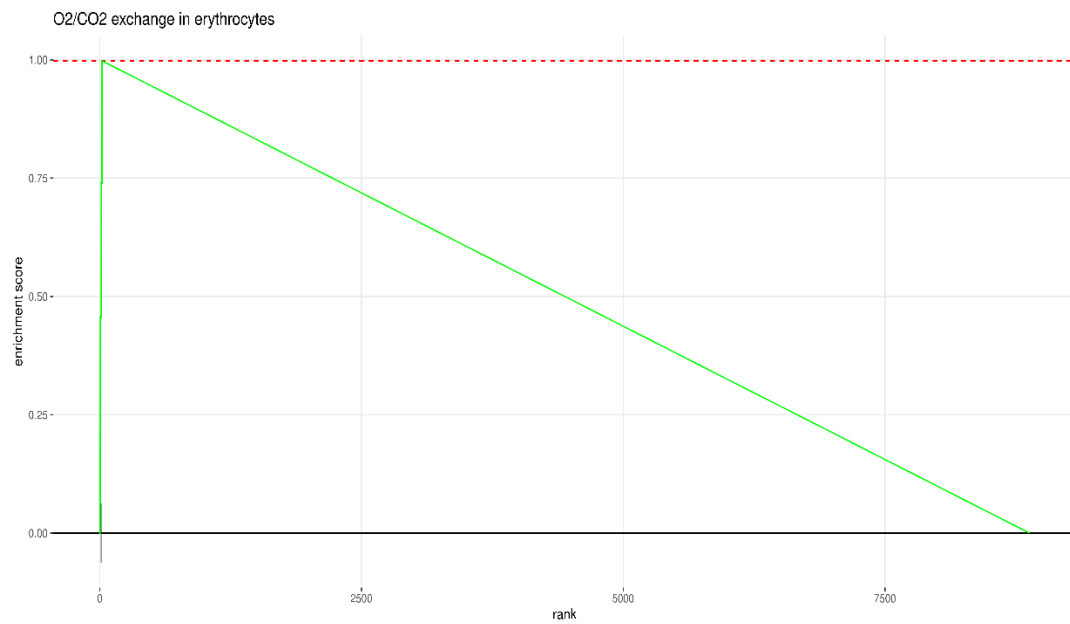

B.

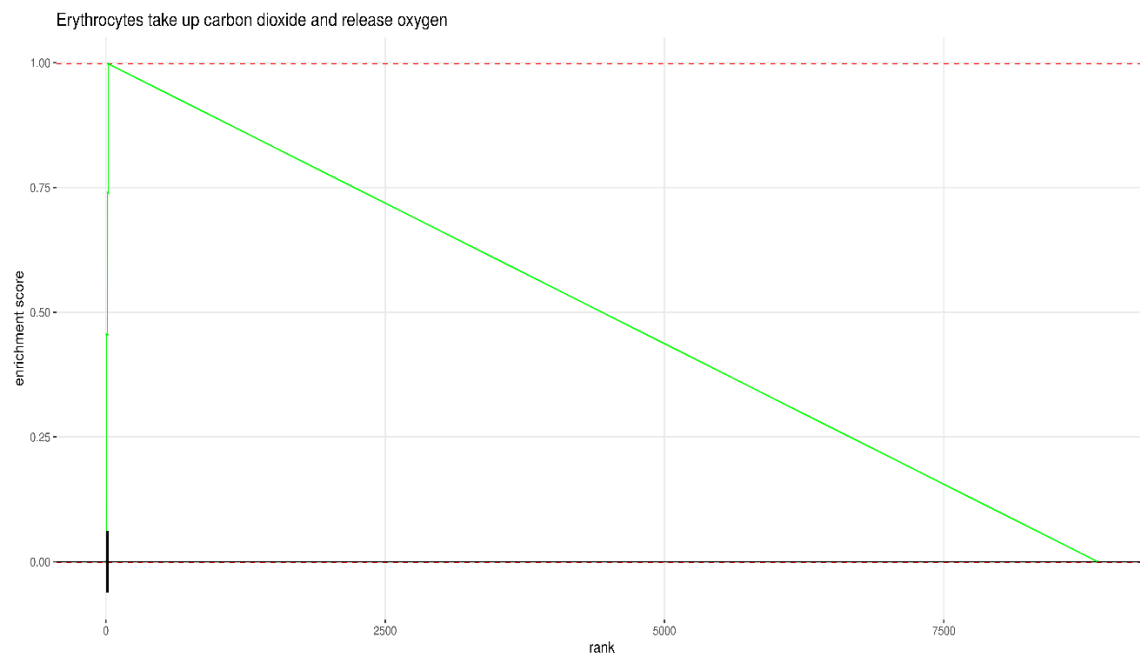

C.

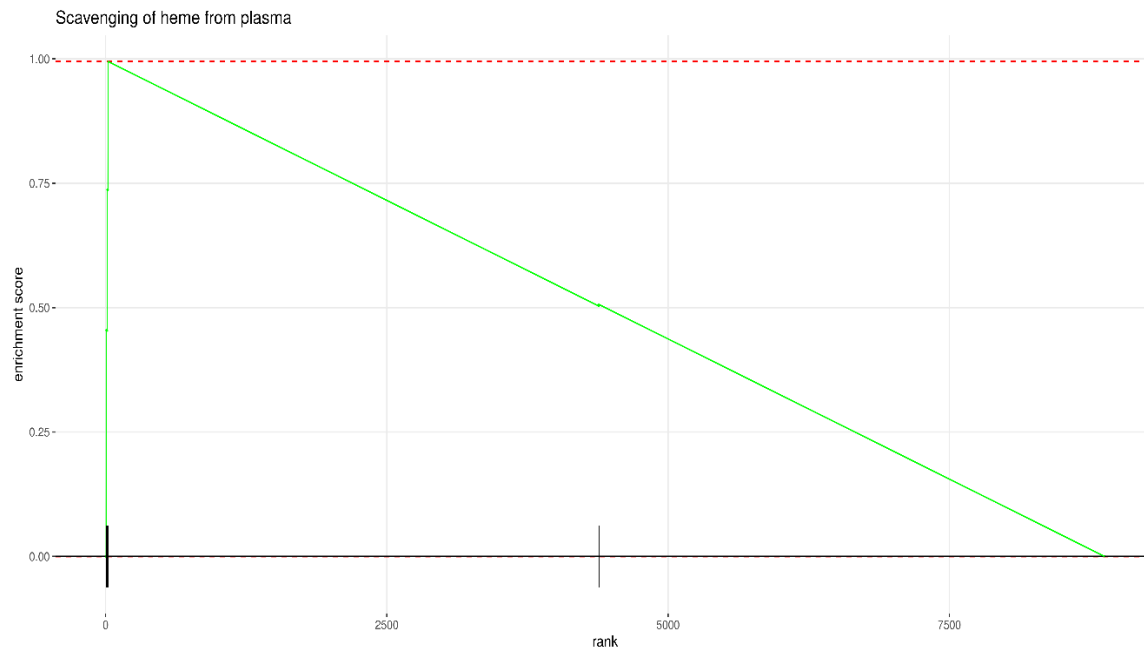

D.

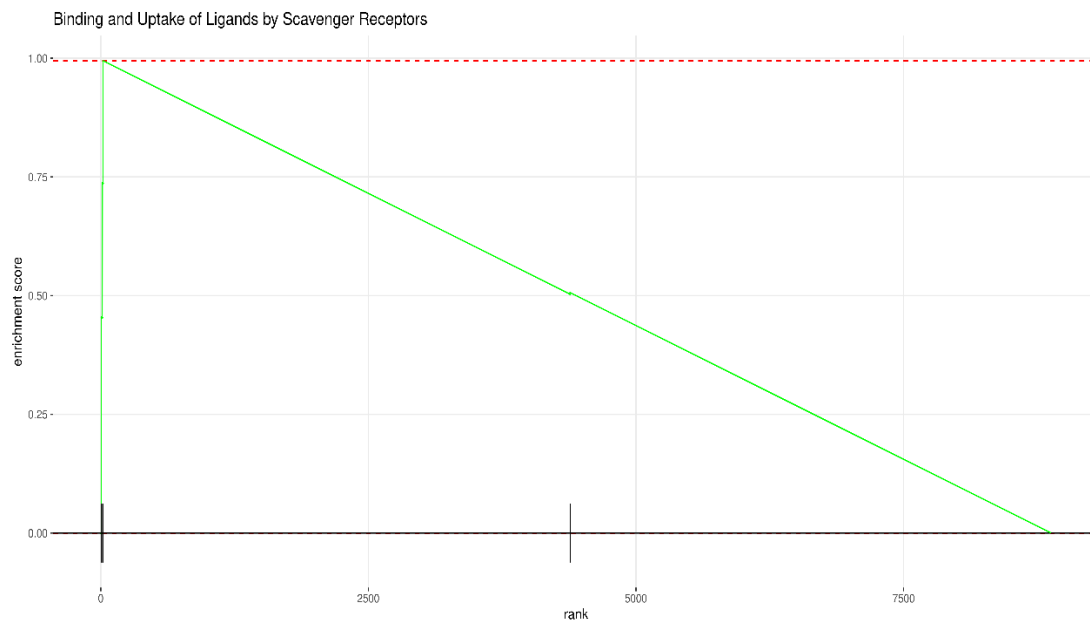

Figure 2. Gene set enrichment analysis (GSEA)-enrichment plots of representative pathways enriched in high-RFI compared to low-RFI beef steers;  $O_2/CO_2$  exchange in erythrocytes (A), erythrocytes take up carbon dioxide and release oxygen (B), scavenging of heme from plasma (C), and binding and uptake of ligands by scavenger receptors cellular response to external stimuli (D).

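In these plots the running score peaks near the left end, because the globin genes lie among the highest log2 fold changes. The sets plotted share these genes and hold few or no others, so the panels follow nearly the same genes and are not separate measurements. A set this small reaches its peak in a few large steps, and its score depends on the fold change of each member.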

# Supplementary material for: Identification of Key Pathways Associated With Residual Feed Intake of Beef Cattle Based on Whole Blood Transcriptome Data Analyzed Using Gene Set Enrichment Analysis
**Source:** Front Vet Sci. 2022 Apr 18;9:848027. doi: 10.3389/fvets.2022.848027
**Supplement:** Supplementary file 3

Table S1. Ingredient and nutrient composition of the basal diet^1^

| **Item** | **Value**^2^ |
| --- | --- |
| Ingredient composition |  |
| Triticale silage | 49.5 |
| Ryegrass silage | 47.5 |
| Concentrate supplement^3^ | 3.0 |
| Nutrient composition^4^ | |
| DM, % | 44.5 |
| CP | 13.7 |
| aNDF | 59.7 |
| ADF | 31.5 |
| EE | 3.14 |
| Ca | 0.66 |
| P | 0.37 |
| NE_m_, Mcal/kg | 1.37 |
| NE_g_, Mcal/kg | 0.91 |

^1^Composition of basal diet calculated from analysis and concentration of individual ingredients.

^2^Values are presented on a % DM basis unless indicated otherwise.

^3^Traditions 50% beef supplement (Southern States Cooperative, Richmond, VA) contained processed grain by-products, plant protein products, ground limestone, urea, salt, cane molasses, potassium sulfate, magnesium sulfate, sodium selenite, vitamin A supplement, calcium carbonate, vegetable oil, manganous oxide, vitamin D3 supplement, vitamin E supplement, zinc oxide, lecithin, phosphoric acid, basic copper chloride, magnesium chloride, propylene glycol, natural and artificial flavors, ferrous sulfate, calcium iodate, and cobalt carbonate; Guaranteed analysis: 50% CP; 5% Ca; 0.55% P; 2% Na; 3.9% salt; 1% K, and 66,000 IU/kg vitamin A.

^4^DM = dry matter; CP = crude protein; aNDF = neutral detergent fiber (amylase treated); ADF = acid detergent fiber; EE = ether extract; NE_m_ = net energy of maintenance; NE_g_ = net energy of gain.

How the deposited data were processed for this re-analysis (not part of the article)

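Whole-blood RNA-seq of 16 crossbred beef steers was used, 8 labelled high-RFI and 8 labelled low-RFI, with 1 library per steer. Samples were grouped by their labels, and the number in the sample title was taken as the replicate number. The groups share no replicate number. As Table S2 matches the counts only with its group names exchanged, all directions are those of the labels. Table S2 was read in full, and all columns of the deposited tables were mapped to a steer.

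According to the paper, the authors trimmed the reads with Trimmomatic, aligned them to ARS-UCD1.2 with HISAT2, marked duplicates with SamTools and counted reads per gene with GenomicAlignments. Whether marked duplicates were left out, which annotation was used and whether strand was used is not given in the sources used here. The authors deposited raw counts per gene as whole numbers. The deposited normalized counts, a signal per gene, are the raw counts divided by 1 size factor per steer, between 0.622 and 1.46. This factor equals the median-of-ratios size factor of DESeq2 to within 1.33e-15. The deposited FPKM are these normalized counts divided by gene length, so they are relative to size factors and not to the total of each steer. The lengths recovered from FPKM were whole numbers of bp to within 0.001 for 100% of the 21016 genes with a count, with a median of 1985 bp. Counts on genes ranged from 4.80 to 12.2 M per steer.

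Raw counts were compared with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with robust dispersion, TMM, filterByExpr, Benjamini-Hochberg adjustment). DESeq2 1.42.0 gave the log2 fold changes for the ranking, limma 3.58.1 the tests on log2(FPKM + 0.1), log2(FPKM + 1) and log2(normalized count + 1), sva 3.50.0 a surrogate variable and fgsea 1.28.0 the set tests on gene sets built from the counts, all in R 4.3.3. The version of DESeq2 is later than that of the paper. Single values were compared with exact two-sided permutation tests over all assignments of 8 of the 16 steers. Group comparisons were repeated on 100 splits of the steers into 8 and 8, the real one included. The alternatives fixed in advance were other normalizations, other filters, other tests and units, 1 surrogate variable and leaving out each steer. The number of genes at an unadjusted p under 0.05, the correlation of fold changes between disjoint sets of steers, the spread around the group mean and a threshold of at least 1 CPM in at least 8 steers for the ranking, and the alternatives for the calls of DESeq2, were added after the data were examined.

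The edgeR and DESeq2 comparisons were tested on simulated data for the comparison of steers labelled high-RFI and low-RFI, drawn from the real means, dispersions and library sizes with 200 genes changed. At a fold change of 1.5, edgeR recovered 53.5% of the changed genes among 13152 tested and DESeq2 66.5% among 13265. At a fold change of 2, edgeR recovered 84% of them among 13140 tested and DESeq2 90.0% among 13265. Unchanged genes made up 6.1% and 13.1% of the calls at a fold change of 1.5, and 2.3% and 11.8% at 2, for edgeR and DESeq2. In a simulation without change, between 6.5% and 8% of random gene sets reached p of 0.05 or less in fgsea.

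The genes named were to be every gene the paper names, the 5 genes with the smallest edgeR p in each direction and the highest genes of marker lists for blood cell types. The deposited tables list Ensembl identifiers, and the RefSeq table of ARS-UCD2.0 used here pairs none of them with a symbol. Genes named by symbol were therefore not analysed here, nor were the tests on gene lists: enrichment of the globin, ribosomal protein and heat shock genes and of the leading edges, the scores of these lists per steer, and the marker lists. Of the 5 genes in each direction, the first 2 are given by identifier, all short of FDR 0.05 in edgeR.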

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

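In 18 groups of 8 steers, the steer at the end of the range was compared with the next one, and in 3 groups it lay farther off than Dixon's critical value of 0.526 for the gap over the range. Chance gives about 1 such group in 20. None of the tests below was chosen only after its own result was seen, though all were set after these steers had been noticed, and the later placings of steers 14 and 16 after the earlier ones and their counts of the named genes had been seen.

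Steer 4, labelled low-RFI, had a count on 16891 genes against 17404 in the next steer of its group (gap over range 0.54). It was also the steer with the fewest counts, 4.80 M. When the counts of every steer were thinned to that total, it no longer had the fewest genes with a count, and all 7 other steers of its group had fewer, from 16533 to 16876. A difference in depth between steers may thus be behind its low number. Depth alone would bring the steers level, and does not predict that steer 4 then had the most of all 16 steers. The thinning was a single random draw, and the next steer had 16876 genes against 16891 in steer 4. Whether steer 4 would have the most in other draws is therefore not known, and no cause was tested. No biological explanation was tested.

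Steer 14, labelled high-RFI, had 211 normalized counts of ENSBTAG00000050046, against 102 in the next steer of its group (gap over range 0.763). A Poisson count at the level of the next steer reaches its 184 raw counts with a probability of 8.15e-19, which argues against counting error. Whether the steer is mislabelled stays open. Over the genes at an unadjusted p under 0.05 without it, steer 14 lay at -0.435 on a scale from 1 at the mean of the steers labelled high-RFI to -1 at that of the steers labelled low-RFI. This decides little, because only 8 of the 16 steers lay on the side of their own label in the same test. Over the 20 genes of smallest p without the steer, ENSBTAG00000050046 aside, 13 of the 16 steers lay on the side of their own label, and steer 14 lay at -2.33, nearer to the other label in all 20 genes. Without the 3 genes of largest weight it lay at -2.40, so its position did not rest on these, but only 10 of the 16 steers then lay on the side of their own label. A wrong label may give this position, but it is beyond the mean of the steers labelled low-RFI, and genes that vary together in 1 animal may give it too. Of the other named genes, chosen with its label, it had 133 counts of ENSBTAG00000047331 (steers labelled low-RFI 3.22 to 11.6) and 36.8 of ENSBTAG00000048608 (140 to 326), which go with its own label, and 27.6 of ENSBTAG00000042974, within the 6.44 to 31.8 of the others. Its exclusion raised the number of genes past FDR 0.05 in edgeR from 0 to 25 and in DESeq2 from 7 to 42. A difference of this animal in its biology was not tested.

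Steer 16, labelled high-RFI, had 178 normalized counts of ENSBTAG00000048608, against 79.9 in the next steer of its group (gap over range 0.558). A Poisson count at the level of the next steer reaches its 151 raw counts with a probability of 2.31e-18, which argues against counting error. Whether this steer is mislabelled stays open too. Its position on the scale above was 0.508 in the first test and 1.48 over the 20 genes of smallest p without it, ENSBTAG00000048608 aside, with 13 of the 20 genes nearer to its own label. A few genes carried this, since it was -0.135 without the 3 of largest weight. Its counts of the other named genes, chosen with its label, lay outside the range of the steers labelled low-RFI, with 76.6 of ENSBTAG00000050046, 82.5 of ENSBTAG00000047331 and 44.8 of ENSBTAG00000042974. A difference of this animal in its biology was not tested. Without steer 16 the number of genes past FDR 0.05 in edgeR was 2. Both genes were named for their small p, so steers that go against the difference are conspicuous in them.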

How the results depend on the processing

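The alternatives for the number of genes past FDR 0.05, the named genes, the ranking and the depth were set before the data were examined, apart from the threshold of at least 1 CPM for the ranking and the exchange of group names for the depth. Those for the unadjusted count, the calls of DESeq2, the correlation between disjoint sets of steers and the spread were added afterwards, so these tests were chosen after results had been seen.

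The number of genes past FDR 0.05 stayed at 0 in 9 of the 12 alternatives that keep all steers. It was 7 with DESeq2, 13 with limma voom with sample quality weights, of which 4 were among those of DESeq2, and 1 with 1 surrogate variable in edgeR. Without 1 steer it ran from 0 to 25, and was above 0 only without steers 14 and 16, labelled high-RFI, with 25 and 2 genes. The cause was not tested. The 693 genes at an unadjusted p under 0.05 became between 645 and 1043, the highest on log2(FPKM + 0.1) with no filter, where 21016 genes were tested, and between 538 and 872 without 1 steer.

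The calls of DESeq2 also numbered 7 without its replacement of outlier counts, 6 of them the same genes, and ran from 1 to 42 without 1 steer. They were 42 without steer 14, the 7 first called among them, and 4 without steer 11 or 15, labelled high-RFI. Of the steers labelled low-RFI, leaving out steer 1 gave 1, steer 2 gave 4, steers 3 and 5 gave 3, and steers 4 and 8 gave 2. The call lost without the replacement was the 1 of the 7 with a replaced count, in steer 14, and its adjusted p was then 0.737.

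The log2 fold changes of the 4 named genes kept their direction in all 12 settings and without each steer. They ran from -1.14 to -1.03 for ENSBTAG00000050046, from -3.03 to -2.11 for ENSBTAG00000048608, from 1.55 to 2.70 for ENSBTAG00000047331 and from 1.11 to 1.27 for ENSBTAG00000042974 over the settings. All 4 passed FDR 0.05 in DESeq2, ENSBTAG00000050046 and ENSBTAG00000048608 also in limma voom, and ENSBTAG00000050046 with 1 surrogate variable.

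The ranking held 21016 genes by the adjusted p of DESeq2 and also as all genes with at least 1 count, 13265 by filterByExpr, 13625 at 1 CPM in 8 steers and 8900 when only the highest mean counts were kept, by construction. Without 1 steer the independent filtering of DESeq2 left from 12133 to 20959 genes, the lowest without steer 6, labelled low-RFI, then 13735 without steer 11 and 13759 without steer 10, labelled high-RFI. The cause was not tested.

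The difference in depth (high-RFI minus low-RFI) was -0.573 M counts on genes and reversed to 3.06 M reads by the group names of Table S2. With these names exchanged, as the libraries match the steers, it was -3.06 M reads, in the direction of the counts. The correlation between disjoint sets of steers, -0.0221, stayed between -0.0326 and -0.0049 in 4 other settings. The difference in spread stayed positive in 4 other settings and between 0.0155 and 0.0566 without 1 steer. It was 0.0155 without steer 14 or 16 and 0.0237 without steer 15, all labelled high-RFI, against 0.0399 with all.

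Not run, for lack of symbols: all enrichment tests and steer scores of named gene lists and marker lists, with their alternatives, and every alternative without haemoglobin genes. No paired analysis was possible because the groups share no replicate number. With 8 steers per group and this depth, simulated changes of 1.5-fold were recovered in 53.5% of genes by edgeR, so smaller changes would often be missed.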

Differences from the paper's values

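The rank axis of the paper's enrichment plots ends at about 8900 genes in Supplementary Figure 1, read by eye, while 21016 genes had a DESeq2 log2 fold change with an adjusted p here. Of the alternatives set before the data were examined, the 13265 genes of filterByExpr lie within 1.5 times the paper's number, and so do the 8900 genes of highest mean count, whose number was chosen to match the axis. All genes with at least 1 count, 21016, do not. The threshold of at least 1 CPM in at least 8 steers, chosen after seeing the values, gave 13625 and does not either. Both 13265 and 13625 lie close to the limit of 1.5 times a number read by eye. This measure therefore does not tell which of these 2 thresholds is nearer to that of the paper. A similar number does not show that the same genes were ranked. The paper's mean of 36 M reads per sample and the 35.5 M of Table S2 do not differ by this measure.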

Other observations

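The comparison of labels with Table S2, the spread between steers and the abundant genes were tested only after the pattern was seen. The tests on splits of the steers, gene length and sets of co-expressed genes were set before their results were known, though the unadjusted count, the calls of DESeq2 as a result of their own and the correlation between disjoint sets of steers were chosen as measures after the counts had been seen.

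The steers as labelled and the libraries of Table S2 match only with the group names exchanged, with correlations of at least 0.940 in listed order. Chance order of the libraries does not give this, since the larger of the 2 exact permutation p values for Pearson r was 0.000248. Both exact permutation p values for Spearman rho were 0.000397. Without the listed order, matching the sorted totals left an SD of 0.874 and 1.89 counts per 100 reads with names exchanged, against 3.15 and 3.76 with the same names. A candidate explanation is that the group names were exchanged either in the sample labels or in Table S2. The sample titles carry the letters HFE for steers labelled high-RFI and LFE for those labelled low-RFI, and neither is expanded in the sources used here. If they stand for high and low feed efficiency, HFE would be the efficient, low-RFI steers. No measurement in these data decides which source is right, and the groups compared are the same 8 and 8 steers either way. The signs of all fold changes given here would be the opposite under the names of Table S2.

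Other splits of the steers gave results as large as the labels do. Among 100 splits of the 16 steers into 8 and 8, the real one included, 100 gave as many genes past FDR 0.05 in edgeR, 0 being reached in all, 43 gave as many as 693 genes at an unadjusted p under 0.05 (median 646, highest 1530), and 15 gave as many as the 7 calls of DESeq2 (highest 51). In 42 of the splits DESeq2 called at least 1 gene. The log2 fold changes of disjoint sets of the steers, 4 against 4 in each, had a mean correlation across genes of -0.0221 over the 2450 ways of parting them, and 59 of 100 splits gave a value as high. Chance can therefore not be excluded for the last 3 of these results. The count of 0 in edgeR decides nothing, since any split reaches it. The first principal component held 17.6% of the variance and did not separate the labels (exact permutation p = 0.847), nor did the next 3, with exact permutation p from 0.210 to 0.466. Gene length did not bias the comparison more than chance: the correlation across genes of log2 fold change with length was -0.0135, and 94 of 100 splits gave one as large in size.

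Whether gene permutation treats these steers fairly was tested on groups with no difference between them. Sets of a random gene and its closest co-expressed genes were built on the 8 steers of 1 label and tested with fgsea on the 35 splits of the other 8 steers into 4 and 4, 70 splits in all. Of the co-expressed sets of 248 genes, the size the paper gives for metabolism of proteins, 55.0% reached p of 0.05 or less. This share was 37.1% at 69 genes, the paper's size for the stress responses, and 17.6% at 16 genes, its size for heat stress. Random sets of 248, 69 and 16 genes reached 4.78%, 4.91% and 5.79%. The members of the co-expressed sets correlated only moderately in the tested steers, with a mean of 0.134, 0.155 and 0.160. Co-expression alone may thus give small p values by gene permutation between groups of steers that do not differ, in sets of these sizes. The paper filters on FDR, which was not used in this test. At 3 genes, the size of the erythrocyte sets, the share was 5.43% against 4.75% for random sets, so this was not seen there at a mean correlation of 0.181, and more tightly co-expressed trios were not tested. The sets were built from the counts and are not the Reactome sets, so the share that applies to those is not known.

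The steers labelled high-RFI lay farther from the mean of their group, by 0.372 against 0.332 as the root mean square log2 CPM distance. An exact permutation p of 0.345 leaves this within chance. Thinning all steers to 1 depth kept 98.3% of the difference, which argues against depth. Leaving out a steer far from the mean of its own group lowers the spread of that group whatever the cause, so 38.8% of the difference kept without steer 16, 38.9% without steer 14 and 142% without steer 5, the farthest of those labelled low-RFI, do not show whether a few steers carry it. No biological explanation was tested.

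Among the 20 most abundant genes, those of rank 2, 3 and 4 by total count have the same length of 300 bp and took 2.31%, 2.27% and 2.01% of the counts. Between rank 2 and rank 3, the most proportional pair of the 20, the ratio of counts had a coefficient of variation of 0.338% over the 16 steers, although the share of rank 2 was 2.43 ± 0.462% in the steers labelled high-RFI (SD, n = 8) and 2.19 ± 0.463% in those labelled low-RFI (SD, n = 8). Counting the same reads at both would make the ratio vary less than independent counting, and it did not, with a chi-square over its degrees of freedom of 1.16. Reads of identical copies dealt at random between them may be the source, as the chi-square p of 0.296 allows. For rank 4 the ratio to rank 3 varied more than that, at 4.39. Their symbols were not analysed here, and 2 distinct RNAs in constant proportion remain possible.

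In the paper's own lists, 29 of the 85 leading edge genes of Table S3 carry a ribosomal protein symbol and 7 a histone symbol. Of the 19 leading edge genes of the stress responses in Table 1, 7 are also in Table S3, 4 of them histones, so the inhibited sets of the paper are not separate groups of genes.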
